A study of Mus musculus with 1 sample. Its data were reported in "Liver X receptor unlinks intestinal regeneration and tumorigenesis" (2024).

How the data were processed

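Small intestinal organoids are crypt-derived epithelial cultures grown in Matrigel. Per the labels and the study's methods, organoids from wild-type mice were grown in medium with Noggin and R-spondin, without added EGF, and received vehicle (DMSO) or 1 µM GW3965, a synthetic agonist of the liver X receptor (LXR), for 5 days, with fresh medium and treatment every 48 h. EPCAM-positive epithelial cells negative for CD45 (immune cells), Ter119 (erythroid cells) and the dead-cell stain DAPI were then sorted by flow cytometry and processed with the droplet-based Chromium single-cell 3′ chemistry, in which each captured cell receives a cell barcode and each transcript is read near its 3′ end.

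Only 1 sample, the DMSO library, was analysed here. Its group was taken from its treatment label. The GW3965 library was not analysed here. A matrix of UMI counts was not analysed here either. The 2 files used were a list of cell barcodes and a table of gene identifiers, symbols and feature types. Both hold text, and neither holds a count or any other measured value. UMI depth, expression levels, cell filtering, doublet calling, clustering, cell types and the effect of GW3965 were therefore outside what could be computed. The submitters' processing notes name Cell Ranger 6.0.2 and the mouse build GRCm38 for these deposited files. The annotation release behind the gene table, and the rule by which barcodes entered the list, are not given in the sources used here.

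Barcodes were counted as distinct strings and set beside the number of cells targeted in the labels. Pairs of barcodes that differed at exactly 1 position, or at 1 or 2 positions (Hamming distance), were counted. The counts were compared with 100 random lists of the same length drawn with the same base composition at each position, and with 100 lists of uniform composition. After the barcodes had been examined, they were divided into a first part (positions 1 to 7), a linker (positions 8 and 9) and a last part (positions 10 to 16), counted from the 5′ end. The first parts were re-paired at random among barcodes with the same linker, 100 times. These draws describe 1 list and give no test between treatments.

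Gene identifiers without version were matched to GENCODE mouse release 21 on GRCm38, the build the labels name. All coordinates are 1-based and come from that release. The genes that could be named were fixed before the data were examined, as every member of 17 lists of LXR targets, growth factor and niche ligands, sterol enzymes, regeneration-associated genes and cell type markers. Markers of immune, stromal and erythroid cells were included as markers of other cell types, although the gate on CD45 and Ter119 removes immune and erythroid cells and the gate on EPCAM leaves out stroma. Symbols were matched exactly, and as alternatives with case ignored or, in addition, through older and newer symbols. Those symbols came from a list of gene names and from the synonyms of the RefSeq gene table for GRCm38.

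After the gene table had been examined, 2 properties of the annotation were added for the listed genes. The first was the share of all 100-base words in the last 500 bases of a gene's protein-coding transcripts that also occurred anywhere in a transcript of another gene of the table. A gene was called sharing at 10% of its words or more. Words were matched exactly, so a close relative with scattered differences can share no word. The second was the number of exonic bases overlapping an exon of another gene of the table, on the same or on the opposite strand. Both describe the reference and not the reads. No effect of either property on the counts was tested. An opposite-strand overlap alone does not show that the count of a gene is affected. How the authors' counting treated reads with more than one possible origin is not given in the sources used here. The pair counting and the word sharing were tested on simulated sequences with known answers. Calculations used Python 3.11.15 and NumPy 2.4.6. Alternatives were another form of the barcode, a wider distance, another random composition, another symbol match, and other word lengths, windows, thresholds and gene sets for shared sequence. No p-value was computed, because a single library has no replicate.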

Results

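The series holds a vehicle and an LXR agonist arm, and asks which epithelial transcripts respond to the agonist. The material described here is the barcode list and the gene table of the vehicle (DMSO) library (n = 1). The comparison of GW3965 with DMSO was not analysed here, and no expression level, cell type share or fold change is given for any gene. What follows is the number of barcodes in the vehicle library and which genes its counting could register. Their positions are given, with the exact words they share near the 3′ end, where this chemistry reads. A gene named below is listed in the table. Its listing does not show that it was expressed.

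The DMSO library listed 14950 distinct cell barcodes of 16 bases, all with the same suffix. The labels give about 10000 cells targeted, so the list held 149.5% of the number targeted. The labels and the study's methods differ on how many cells were loaded. At the planned depth of 300000000 reads per sample, 14950 barcodes correspond to 20067 planned reads per barcode. The realised depth is unknown, since neither file holds counts, and no interval or detection limit could be attached to any gene.

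No pair of barcodes differed at exactly 1 base. Random lists of the same size and composition held 1.12 ± 1.22 such pairs (mean ± SD over 100 lists). At a distance of 1 or 2 bases the library held 1028 pairs, against 29.83 ± 5.62 in the random lists, whose highest value was 44. The random lists did not keep the repeated strings of this list. Positions 1 to 7 took 960 distinct values here, against a median of 9777.5 in 10 such lists. The gap therefore cannot by itself tell repeated strings from duplicated cells. When the first parts of the barcodes (positions 1 to 7) were re-paired at random among barcodes with the same positions 8 and 9, the median was 998.5 pairs at 2 bases, from 914 to 1089 over 100 draws, and the observed count lay within that range.

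The gene table held 32285 Ensembl genes, all of the type used for gene expression, under 32245 distinct symbols. A total of 38 symbols were carried by more than 1 identifier, which together covered 78 identifiers, so a value looked up by symbol alone is ambiguous for those genes. GENCODE mouse release 21 contained 32235 of the identifiers (99.85%), and 733 of these carried another symbol there. By the biotypes of that release, 21702 identifiers were protein-coding genes (67.2% of the table), 5605 were lincRNA genes and 2955 were antisense genes. The table held 98.5% of the protein-coding genes of the release. It held 0 of its 354 rRNA genes, 0 of its 2207 miRNA genes and 1 of its 9941 processed pseudogenes. The 13 protein-coding genes of the mitochondrial genome were listed, whereas its 2 rRNA genes and 22 tRNA genes were not.

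Of the 106 genes fixed in advance, 104 were listed under the symbol used. The other 2 were Cyr61 and Ctgf, both regeneration-associated genes, which the table lists under their newer symbols Ccn1 (chromosome 3, 145646976 to 145649981, minus strand) and Ccn2 (chromosome 10, 24595442 to 24598683, plus strand). Near the 3′ end, 7 of the 106 genes shared at least 10% of their 100-base words with another listed gene, and 96 shared none. The 7 sharing genes were markers of goblet, Paneth or erythroid cells. None of the 52 genes in the 7 pathway lists reached the threshold.

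All 14 LXR targets and receptors were listed, and none of the 14 shared a 3′ word with another listed gene. Abca1, the cholesterol efflux transporter, lies on chromosome 4 (53030787 to 53159895, minus strand) with 50 merged exons. Abcg1, another sterol transporter, lies on chromosome 17 (31057675 to 31117988, plus strand). Srebf1, a transcription factor of fatty acid synthesis, lies on chromosome 11 (60199089 to 60222581, minus strand) and overlaps Rai1 on the opposite strand by 109 exonic bases. Lpcat3, a phospholipid-remodelling acyltransferase, lies on chromosome 6 (124663027 to 124704418, plus strand) and overlaps Emg1 on the opposite strand by 334 bases. Abcg5 and Abcg8, which form a heterodimeric sterol exporter, overlap each other on opposite strands by 82 exonic bases on chromosome 17. The receptor genes were both listed. Nr1h3 (LXRα, chromosome 2, 91184061 to 91202834) shares 34 exonic bases with Gm13783 on the same strand, and Nr1h2 (LXRβ, chromosome 7, 44549616 to 44553951) overlaps no exon of another listed gene.

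All 7 ligands of the EGF receptor were listed, and none of the 7 shared a 3′ word with another listed gene. Areg, which encodes amphiregulin, lies on chromosome 5 (91139599 to 91148432, plus strand). It has 1 annotated transcript of 6 exons and 1215 exonic bases, and no exon of another listed gene overlaps it on either strand. Ereg (91074622 to 91093646), Epgn (91027464 to 91035215) and Btc (91357261 to 91402994) lie on the same chromosome. Ereg overlaps Gm19610 on the opposite strand by 141 exonic bases. Egf (chromosome 3, 129677565 to 129755316, minus strand) has the longest opposite-strand overlap of the 7 ligands, with 1107 bases shared with 2 genes. Tgfa (chromosome 6, 86195223 to 86275719) and Hbegf (chromosome 18, 36504927 to 36515805) overlap no exon of another listed gene.

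The 8 Notch pathway genes, the 5 WNT ligands, the 6 genes of cholesterol synthesis and the 8 regeneration-associated genes shared no 3′ word with another listed gene. Jag1, Jag2, Dll1, Notch2 and Hes1 overlap no other listed exon. On the opposite strand, Dll4 overlaps Gm14207 by 214 exonic bases, Hes5 overlaps Gm20421 by 433 and Notch1 overlaps 2 genes by 1482. Wnt3, the Paneth cell WNT ligand, lies on chromosome 11 (103774150 to 103817957, plus strand) without exonic overlap with another listed gene. Among the 4 enzymes that make oxysterols, the natural ligands of LXR, Cyp27a1 (chromosome 1, 74713574 to 74737892, plus strand), Cyp46a1 and Ch25h shared none of their words. Cyp11a1 shared 0.7% with Gm17322, which it overlaps on the same strand by 145 exonic bases. Idi1, an enzyme of isoprenoid synthesis, shared no word with a listed gene but 37.4% of its words with annotated genes once genes outside the table were included, among them Gm13502.

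The intestinal cell type markers differed in how far their 3′ sequence was their own. The stem cell markers Lgr5, Olfm4, Ascl2, Smoc2 and Axin2, the 5 proliferation markers, the 7 enterocyte markers, the 6 enteroendocrine markers and the 5 tuft cell markers shared no word with another listed gene. Olfm4 (chromosome 14, 79984081 to 80023139) overlaps Gm6999 on the same strand by 153 exonic bases, and Neurod1 overlaps Cerkl by 201. Of the 6 Paneth markers, 2 passed the threshold. Defa17, an α-defensin on chromosome 8 (21655780 to 21656735), shared 90.6% of its words with Defa3, and Defa22 (21162277 to 21163249) shared 40.3% with Defa21. Defa24, Mmp7 and Ang4 shared none, and Lyz1, the Paneth cell lysozyme, shared 1.2% with Lyz2, the lysozyme of myeloid cells. Of the 6 goblet markers only Fcgbp passed, with 13.4% shared with 9530053A07Rik, while Muc2, Tff3, Agr2, Clca1 and Spink4 shared none.

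Among markers of cells outside the epithelium, the 4 globin genes shared the largest part of their words. Hba-a1 shared 75.1% of its words with Hba-a2, and Hba-a2 shared 71.1% with Hba-a1. Hbb-bs shared 57.5% and Hbb-bt 60.1% with each other. The 5 stromal markers, including Col1a1 and Pecam1, and the immune markers Ptprc (CD45), Cd3e, Cd79a and Cd68 shared none.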

Values the study reported

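The study reported single-cell profiles of 12,526 DMSO-treated and 11,665 GW3965-treated organoid cells, from organoids of 2 mice. Its methods state that about 30,000 cells per condition were loaded, and that cells of the organoid libraries were kept with more than 500 genes detected, more than 5% ribosomal RNA and less than 10% mitochondrial RNA. Doublets were removed with DoubletFinder.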

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

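The number of distinct barcodes was 14950 with or without the suffix. Widening the barcode distance from exactly 1 base to 2 bases or less moved the pair count from 0 to 1028. The mean over random lists was 1.12 pairs with matched and 1.17 with uniform composition. The 32285 gene identifiers and 32245 symbols were the same under the alternatives tried. The count of listed genes was 104 by exact symbol, 104 with case ignored and 106 with older and newer symbols. The following alternatives were chosen after seeing the data: the count of genes that share 3′ sequence was 7 as reported, 10 with 50-base words, 6 with 150-base words, 6 over the last 1000 bases, 5 at a threshold of 50% of words, and 8 when all annotated genes were searched. Other cell filters and another cluster resolution, both chosen before the data were examined, were not run, because no count matrix was analysed. No replicate could be left out of a single library, and no result here has a test between treatments.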

Other observations

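The division of the barcodes into parts was chosen after the barcode pairs had been counted. Positions 1 to 7 took 960 distinct values across the 14950 barcodes, where random lists of the same composition held a median of 9777.5 over 10 draws. Positions 8 and 9 took 4 values, and position 9 was fixed by the first 8, with 3768 distinct strings for both lengths. Of the 1028 pairs at 2 bases, 1024 (99.6%) had both differences inside the first or inside the last part, and positions 8 and 9 differed in 4 pairs each, against 118 to 159 at each other position. A candidate explanation is that the barcodes are assembled from a limited set of shared parts. Re-pairing the parts at random gave a median of 998.5 pairs, from 914 to 1089 over 100 draws, a range that includes the 1028 observed. Each draw kept the parts observed in this list, so it could not test whether the barcodes are built from shared parts. The draws show that pairing first and last parts at random gives a similar number of pairs. The range of the draws argues against 1 cell listed under 2 near-identical barcodes as the source of the excess over random lists. A number of such cells within the spread of the draws stays open. The re-paired lists also held slightly fewer distinct barcodes than the 14950 observed, with a median of 14920. No biological explanation was tested.

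The number of barcodes listed here was 14950. That is higher than the number of DMSO cells quoted from the study above. The step at which those cells were counted is not stated beside that number. The files used here hold no value on which the study's cell filters or its doublet removal could be repeated. The number of cells loaded also differs between sources: the labels give 16000, which is lower than the number quoted from the study above.

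The study's filter is worded in terms of ribosomal RNA, yet the gene table held 0 of the 354 rRNA genes and 0 of the 2 mitochondrial rRNA genes of GENCODE mouse release 21. It held 101 symbols that begin with Rpl or Rps, the prefixes of ribosomal protein genes. Of these, 10 begin with Rps6k and name kinases of ribosomal protein S6 and their relatives, which are not ribosomal proteins. The other symbols were not each checked to be ribosomal protein genes. Which genes the filter used is not given in the sources used here.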
